A study of Mus musculus with 6 samples.

How the data were processed

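RNA sequencing libraries were made from primary mouse embryonic fibroblasts (MEFs) of the C57BL/6 strain at passage 9, after 24 h with 3 µM erastin or with the solvent DMSO. MEFs are fibroblasts cultured from mouse embryos, with a limited life span in culture. Erastin is a small molecule that blocks the cystine/glutamate antiporter, of which the Slc7a11 and Slc3a2 gene products are the subunits, and it is used to induce ferroptosis, a form of cell death driven by iron-dependent lipid peroxidation. Each treatment had 3 libraries, 6 in all. Per the labels' protocols, ribosomal RNA was depleted from total RNA, the RNA was fragmented by heat, barcoded Ion Total RNA-seq libraries were amplified by PCR and size-selected, and sequencing was done on an Ion Proton instrument. Because the RNA was not selected for poly(A) tails, transcripts without one, such as replication-dependent histone mRNAs and small nuclear and nucleolar RNAs, could be counted. Size selection of the library fragments can change how well short RNAs are recovered.

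The deposited table held whole-number read counts for 43346 genes in 6 columns, 1 per library, with no normalization by the authors. The labels and the file header name no aligner, counting program, genome build or annotation, and do not say whether counting used the strand or how reads matching several genes were treated, so genes with near-identical copies, overlapping genes and antisense genes carry an uncertainty that could not be measured. Column names were matched to libraries through the sample numbers in the labels' descriptions, and 0 columns of per-sample values were left unused. The versioned Ensembl identifiers were matched without their version to the GENCODE M21 annotation; 42462 of them (98%) had a symbol. Symbols, biotypes and the length and GC content of the longest transcript were taken from there. No coordinates are given, since the build behind the counts is not stated.

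Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr at its defaults (a minimum count of 10, scaled by library size, in at least 3 libraries, and a total of 15), which left 14000 genes. Libraries were scaled with TMM factors (trimmed mean of M-values), and expression levels are given as CPM, counts scaled by library size with those factors. Erastin was compared with DMSO by the quasi-likelihood test (glmQLFit and glmQLFTest) over all 6 libraries with treatment as the only term. Adjusted p-values are Benjamini-Hochberg values over all 14000 genes, with a threshold of 0.05. Standard errors (SE) of log2 fold changes were computed from the fitted weights and the posterior quasi-dispersion. Gene lists (6 in number) and a panel of 24 ferroptosis genes were fixed before the data were examined, from general knowledge of the pathways. The lists were tested with limma's camera, which asks whether the genes of a list are shifted relative to all other genes; the correlation between genes was preset at 0.01, the test was two-sided, and its p-values were adjusted over the 6 lists. Older symbols in the lists were matched through RefSeq synonyms, which turned Ctgf and Cyr61 into Ccn2 and Ccn1.

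Groups and replicate numbers were taken from the sample titles. Both groups carry the replicate numbers 1 to 3 in their titles, and that is the only source of a pairing; the labels do not say that equally numbered libraries were handled together. The reported comparison therefore had no block, and a fit with the replicate number as a block was run beside it. Genes named in the text followed a rule set before the data were examined: the panel genes; the 8 genes with the largest rise and the 8 with the largest fall among those with an adjusted p-value under 0.05, a mean count of at least 50 and no overlap between the groups; and the 3 genes of each list with the smallest p-value. The values of 1 gene that the rule selects are not reported here. Any other gene named is said to have been chosen after its values were seen.

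Total counts per library ran from 13333911 to 20509970. A share of 3 counts, used as the smallest detectable level, was worth 0.14 to 0.23 CPM depending on the library. Libraries were amplified by PCR and no molecular identifiers are described, so this floor covers counting error only.

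Alternatives set before the data were examined were edgeR's RLE and upper-quartile factors, scaling by total count only, no filter on low counts, a filter of at least 1 CPM in 3 libraries, the replicate block, leaving out each library in turn, the Wald test of DESeq2 1.42.0 (gene counts and single genes only), an adjusted p-value under 0.01, glmTreat against an absolute log2 fold change of 0.5, camera with the correlation estimated from the data, and limma's fry. Chosen after the data were seen were an offset per library and random thinning of all libraries to the smallest. Each was also run together with the replicate block. The offset removed smooth trends with GC content and transcript length (mgcv 1.9.3). These trends were fitted over the tested genes themselves, so the offset can also remove real changes shared by genes of like GC content or length.

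The fits were tested on simulated data: counts were drawn for the 14000 genes from the real libraries' means, sizes and dispersions, a random set of genes was changed by known amounts, and 13769 genes, 196 of them changed, passed the count filter. The quasi-likelihood fit recovered 157 of them (80.1%), none with the wrong sign, and 4.27% of its calls were unchanged genes. With the replicate block 154 were recovered, with the GC and length offset 158, and with DESeq2 157. The list test, limma's camera, was run on a list of 25 raised and a list of 25 unchanged simulated genes. It called the raised list and not the unchanged list. Genes were drawn independently, with no effect of GC content, length or replicate number put in. Few genes were changed, whereas 43.1% of genes tested passed in the real data. The simulated recovery and error rates therefore need not hold there. The block and the offset had nothing to correct, and the list test met no correlation between genes.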

Results

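The transcriptomes of MEFs treated for 24 h with 3 µM erastin were compared with those of MEFs given DMSO, to find which transcripts change under a treatment used to induce ferroptosis. Cell death itself was not analysed here. Expression was measured as read counts per gene in 3 DMSO and 3 erastin libraries. Total counts were 13333911, 18505571 and 13344387 in DMSO replicates 1, 2 and 3, and 20509970, 16800789 and 18854641 in erastin replicates 1, 2 and 3. Between 18562 and 21192 genes had at least 1 read in a library. The 4 most counted genes, Gm42418, Mir6236, Lars2 and Gm26917, chosen after their values were seen, took 15.4% ± 0.237 of the counts in DMSO and 14.0% ± 1.34 in erastin libraries (SD, n = 3 each).

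Replicates were compared before they were averaged. The chi-square statistic per degree of freedom was taken over genes with at least 20 reads in a pair of libraries. It was 11.0 to 19.5 for the 6 pairs within a group and 79.3 to 126 for the 9 pairs between groups. No pair agreed within sampling noise, and each library was counted as 1 replicate. Such an excess cannot tell separate cell isolates from separate cultures or library preparations of 1 isolate. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.965 to 0.983 within groups and 0.924 to 0.938 between them. In a principal component analysis the first component held 58.2% of the variance and separated the 2 treatments, with scores of -61.0 to -43.5 in DMSO and 49.3 to 50.8 in erastin libraries. The second held 15.5% and mainly set DMSO replicate 3 (-48.2) apart from DMSO replicates 1 and 2 (34.1 and 22.6). The biological coefficient of variation, edgeR's name for the spread between libraries beyond counting noise, was 15.1%.

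Of 14000 genes tested, 6028 (43.1%) differed between erastin and DMSO at an adjusted p-value under 0.05 (edgeR quasi-likelihood test), of which 3024 were higher and 3004 lower with erastin. An absolute log2 fold change of at least 1 was reached by 1701 of them, 699 higher and 1002 lower. In 5826 of the 6028 genes all 3 erastin libraries lay on one side of all 3 DMSO libraries; among all genes tested 52.5% were separated in this way, against 10% by chance. With the replicate number as a block, 5882 genes passed, of which 5751 were shared with the fit without the block, all in the same direction. The deviations of equally numbered libraries from their group means had a mean correlation across genes of 0.010. The numbers thus did not pair the libraries measurably. For differently numbered libraries the mean was -0.0051, which is no separate reference. Deviations from a group mean cancel out within the group, and this ties the second value to the first. The count moved most, to 4305 genes, when the adjusted p-value had to be under 0.01.

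**Figure D1:**
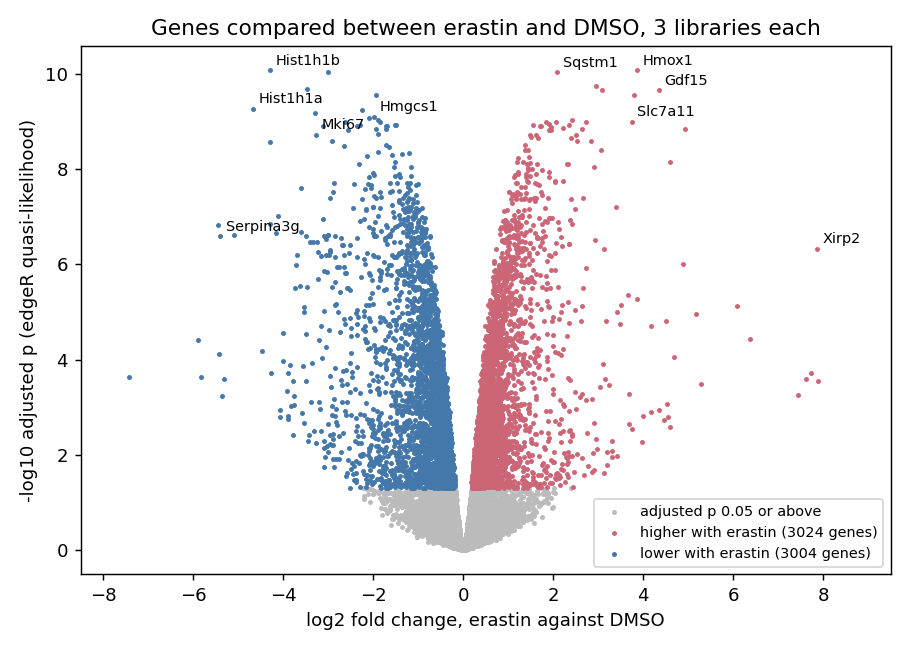
Each point is a gene; the horizontal axis gives its log2 fold change (erastin against DMSO, 3 libraries each) and the vertical axis the negative log10 of its adjusted p-value from the edgeR quasi-likelihood test. The 3024 genes higher and 3004 genes lower with erastin spread to both sides, with Hmox1 and Hist1h1b at the top and Xirp2 far to the right.

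Among genes with a mean count of at least 50 and no overlap between groups, the largest rises were those of Xirp2, Lce1g, Stmn4, Crct1, Fgf21, Atf3, Ppp1r16b and Gdf15. Xirp2 (ENSMUSG00000027022.9) had at most 1 read in any DMSO library and 7.07 ± 2.26 CPM with erastin (SD, n = 3), which was at least 33.9-fold higher when set against the floor of 3 counts. Crct1 rose from 2.59 ± 0.492 to 80.0 ± 24.3 CPM (SD, n = 3; log2 fold change 4.93, SE 0.26, edgeR adjusted p = 1.41e-09). Atf3 rose from 4.73 ± 2.93 to 115 ± 14.1 CPM (log2 fold change 4.59, SE 0.27, edgeR adjusted p = 7.25e-09) and Gdf15 from 9.58 ± 3.11 to 194 ± 19.4 CPM (log2 fold change 4.35, SE 0.16, edgeR adjusted p = 2.19e-10). Lce1g, Stmn4, Fgf21 and Ppp1r16b were close to the detection floor in DMSO, at means of 0.101, 0.126, 0.202 and 0.326 CPM, and reached means of 6.71, 5.14, 6.21 and 7.42 CPM with erastin.

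The 8 largest falls under the same criteria comprised 7 histone genes, Hist1h3g, Hist1h2bf, Hist1h1a, Hist1h3c, Hist1h1b, Hist1h3b and Hist1h4j, and the serine protease inhibitor gene Serpina3g. Hist1h1b (ENSMUSG00000058773.2) fell from 74.5 ± 8.36 to 3.82 ± 0.372 CPM (SD, n = 3; log2 fold change -4.29, SE 0.14, edgeR adjusted p = 8.29e-11), and Hist1h1a from 53 ± 2.9 to 2.10 ± 0.697 CPM (log2 fold change -4.67, SE 0.20, edgeR adjusted p = 5.4e-10). The other 5 histone genes had log2 fold changes of -5.45 (Hist1h3g) to -4.16 (Hist1h4j). Histone genes form families of near-identical copies, and Serpina3g has close paralogs, so how the counting split reads between copies leaves their single values uncertain. Serpina3g fell from 17.8 ± 1.9 to 0.412 ± 0.366 CPM (SD, n = 3; edgeR adjusted p = 2.53e-07).

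The panel of 24 genes covered cystine uptake, glutathione synthesis, iron handling, lipid peroxidation and the transcription factors NRF2 (Nfe2l2) and BACH1, which act on shared target genes as activator and repressor. All 24 genes were tested, and 18 passed at an adjusted p-value under 0.05 over all genes, 15 higher and 3 lower; 18 also passed when the adjustment was made over the panel alone. With the replicate block 18 passed as well (mean correlation of equally numbered libraries 0.010). The largest change was that of the heme oxygenase gene Hmox1 (ENSMUSG00000005413.7), from 186 ± 7.2 to 2700 ± 552 CPM (SD, n = 3; log2 fold change 3.86, SE 0.11, edgeR adjusted p = 8.29e-11). Slc7a11 (ENSMUSG00000027737.6), which encodes a subunit of the transporter that erastin blocks, rose from 14.4 ± 2.53 to 191 ± 43.5 CPM (log2 fold change 3.75, SE 0.16, edgeR adjusted p = 1.01e-09), and its partner Slc3a2 from 183 ± 14 to 351 ± 22.3 CPM (log2 fold change 0.93, edgeR adjusted p = 3.2e-07). Ptgs2 rose by 2.67, Chac1 by 2.22, Gclm by 1.96, Gclc by 1.63 and Sat1 by 1.47 on the log2 scale, with edgeR adjusted p-values between 1.31e-09 and 6.58e-07. Smaller rises of 0.95 for Nfe2l2, 0.89 for Tfrc, 0.78 for Nqo1, 0.74 for Acsl4 and 0.63 for Gss also passed, with edgeR adjusted p-values of at most 0.000109.

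Iron storage and export genes changed little beside Hmox1. Fth1 rose by 0.32 on the log2 scale (SE 0.08, edgeR adjusted p = 0.00398). Ftl1 stood at 593 ± 9.95 CPM in DMSO and 542 ± 43.2 CPM in erastin libraries (SD, n = 3; edgeR adjusted p = 0.161), a difference that did not pass. Slc40a1, at 5.44 ± 2.25 and 4.78 ± 0.867 CPM (SD, n = 3; edgeR adjusted p = 0.683), was too variable between replicates for a difference to be seen. Bach1 was higher by 0.28 (SE 0.09, edgeR adjusted p = 0.0176), but its adjusted p-value ranged from 0.00658 to 0.0858 over the alternatives run, with 0.0826 after the GC and length offset alone and up to 0.0654 when 1 library was left out. Gpx4 was lower, at 106 ± 10.2 against 141 ± 6.02 CPM (SD, n = 3; log2 fold change -0.42, SE 0.09, edgeR adjusted p = 0.00111), and this too did not pass after the offset (log2 fold change -0.17, edgeR adjusted p = 0.111; range over the alternatives 2.15e-05 to 0.114). Lpcat3 and Aco1 were lower by 0.49 and 0.34 on the log2 scale (edgeR adjusted p = 0.00685 and 0.0039). Keap1, Aifm2, Ireb2 and Ncoa4 did not pass, with log2 fold changes of 0.05, 0.038, 0.002 and -0.22. After the GC and length offset Ireb2 passed as lower (log2 fold change -0.25, edgeR adjusted p = 0.0285; range over the alternatives 0.0266 to 1), and the log2 fold change of Ftl1 was 0.065, still without passing.

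**Figure D2:**
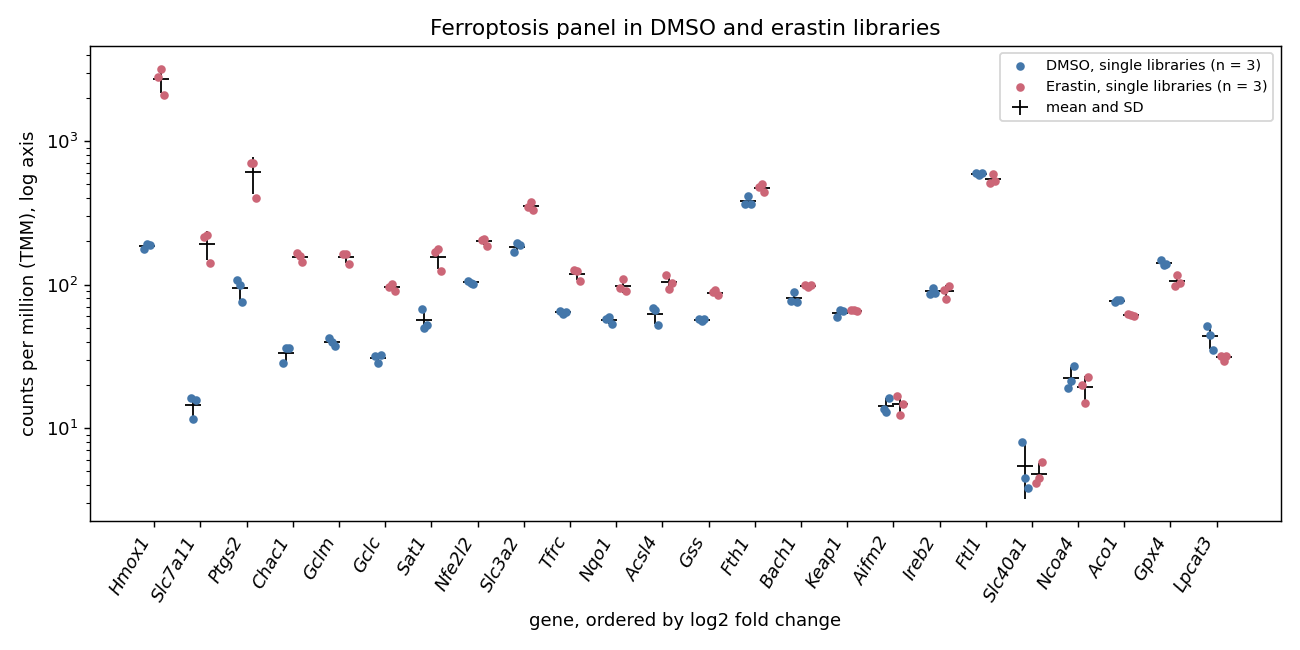
CPM (TMM scale, log axis) of the 24 panel genes in each of the 3 DMSO and 3 erastin libraries, ordered by log2 fold change, with the mean and SD of each group. Hmox1 and Slc7a11 stand furthest apart between treatments, while the points of Ftl1, Slc40a1, Keap1, Aifm2, Ireb2 and Ncoa4 overlap.

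The 6 gene lists asked whether known stress, metabolic and growth programmes shifted as a whole. All 26 genes of the ATF4 and integrated stress response list were higher with erastin at an adjusted p-value under 0.05, with a median log2 fold change of 0.95 and a range of 0.38 to 4.88 (camera adjusted p = 1.45e-41). Besides Gdf15, the smallest p-values were those of Ppp1r15a (38.2 ± 5.73 to 296 ± 24.4 CPM, SD, n = 3; edgeR adjusted p = 1.76e-10) and Cth (17.7 ± 3.38 to 150 ± 3.45 CPM, SD, n = 3; edgeR adjusted p = 2.19e-10). In the list of antioxidant and iron genes regulated by NRF2 and BACH1, 20 of 28 genes were higher and 2 lower, with a median of 0.69 (camera adjusted p = 1.19e-17); besides Hmox1 and Slc7a11, Sqstm1 had the smallest p-value and rose from 558 ± 22.8 to 2390 ± 144 CPM (SD, n = 3; edgeR adjusted p = 9.24e-11). All 22 sterol synthesis genes were lower, with a median of -1.26 and a range of -2.01 to -0.27 (camera adjusted p = 7.16e-26), with Hmgcs1 (log2 fold change -1.98, SE 0.08) and Mvk (-2.01, SE 0.12) among those with the smallest p-values. Of 30 proliferation genes 26 were lower and 0 higher (27 and 0 at an unadjusted p-value under 0.05), with a median of -2.04 (camera adjusted p = 1.31e-23); Mki67, Top2a and Ccna2 had log2 fold changes of -3.26, -2.32 and -2.87. The other 4, Tpx2, Pcna, E2f1 and Mcm2, chosen after their values were seen, lay between -0.24 and -0.007 and did not pass. With the replicate block the medians were 0.95, 0.68, -1.26 and -2.03 in the same order, with camera adjusted p-values of 2.95e-42, 3.03e-18, 9.3e-24 and 1.5e-22. The equally numbered libraries had the mean correlation of 0.010 given above.

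The remaining lists moved less uniformly. Of 21 p53 target genes 9 were higher and 6 lower, with a median of 0.17 (camera adjusted p = 0.00883; 0.0108 with the replicate block, median 0.17); Mdm2, Plk2 and Cdkn1a had the smallest p-values, with log2 fold changes of 1.19, 1.39 and 0.91. Of 20 matrix and contractile genes 13 were lower and 2 higher, with a median of -0.56 (camera adjusted p = 1.42e-05; 2.22e-06 with the replicate block, median -0.56). The correlation of equally numbered libraries was the 0.010 given above. Myl9 fell from 489 ± 11.7 to 135 ± 15 CPM and Cnn1 from 176 ± 16.7 to 76.3 ± 3.28 CPM, while Ccn2 rose from 1030 ± 81.9 to 2330 ± 200 CPM (SD, n = 3 each; edgeR adjusted p = 1.01e-09, 7.66e-08 and 3.66e-08). The camera p-values rose most when the correlation between genes was estimated from the data. The adjusted p-values of the 6 lists were then 0.00232 to 0.0455, the largest being that of the p53 targets. Without the filter on low counts the camera adjusted p-values of all 6 lists were smaller than reported. Those of the p53 and matrix lists were then 0.000443 and 9.55e-09.

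**Figure D3:**
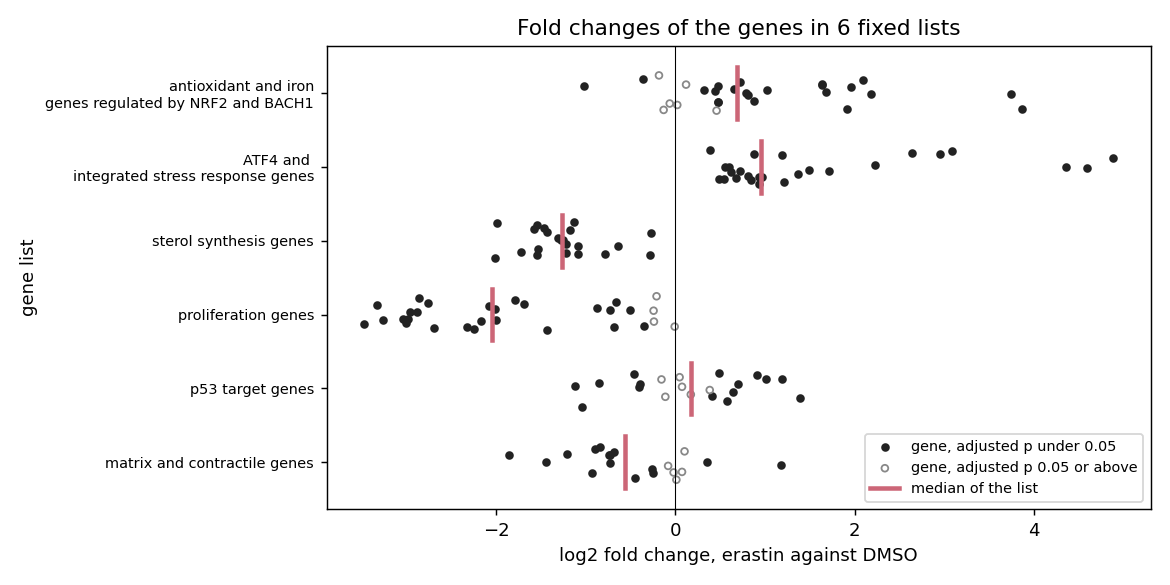
Log2 fold changes (erastin against DMSO) of the genes in 6 fixed lists, 1 row per list; filled points have an adjusted p-value under 0.05, open points do not, and the bar marks the median of the list. The ATF4 list lies wholly above 0 and the sterol list wholly below it, and the p53 list spreads to both sides.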

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

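All 6 counts of genes (all passing, higher, lower, those with an absolute log2 fold change of at least 1, panel genes and named genes) stayed within 1.5 times their reported values under the alternatives run for each. The scalings, the filters, the replicate block, DESeq2, the offset, thinning and leaving out a library were run for all 6 counts. The adjusted p-value under 0.01 was run only for the genes passing, higher and lower, and glmTreat only in place of the count with an absolute log2 fold change of at least 1; it gave 2110 genes when tested against an absolute log2 fold change of 0.5. The total ran from 4305 to 6104, the genes higher from 2154 to 3456, the genes lower from 2151 to 3377, and those with an absolute log2 fold change of at least 1 from 1528 to 1866, glmTreat aside. The medians of the 6 gene lists kept their signs and their adjusted p-values stayed under 0.05 in all 18 alternatives each; the weakest was that of the p53 list, whose median ran from 0.12 to 0.41 and whose adjusted p-value reached 0.0455 with the correlation between genes estimated. Across the 6 fits that each left out 1 library, 4802 to 5809 genes passed, 17 to 18 panel genes passed, and 4254 of the 6028 genes (70.6%) passed in all 6 fits.

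The scaling set the balance of directions more than the total. Genes higher with erastin made up 50.2% of those passing with TMM factors, 44.0% with upper-quartile factors and 57.1% with scaling by total count only; the median log2 fold change of all genes was -0.0014, -0.055 and 0.065 under these. The GC and length offset left 5799 genes, 5166 of them shared with the fit without it and 5164 of those in the same direction, and 5797 together with the replicate block. Thinning to the smallest library left 5978 genes (5818 shared), and 5894 with the block, so the deeper sequencing of the erastin libraries was not needed for the count. The replicate block alone gave 5882. The block could not separate pairs measurably, since equally numbered libraries were almost uncorrelated (0.010).

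Single genes that changed side or direction were panel genes with small differences. Ireb2, reported at 0.002, was -2.8e-05 with RLE factors, -0.052 with upper-quartile factors, -0.00022 with the filter of 1 CPM in 3 samples, -0.0028 with the replicate block, -3.2e-05 with DESeq2, -0.0031 after thinning with the replicate block, and -0.25 and -0.254 after the GC and length offset without and with the block; under the offset it passed, with adjusted p-values of 0.0285 and 0.0266 (range over its alternatives 0.0266 to 1). Keap1 was -0.0035 and Aifm2 -0.015 with upper-quartile factors. Upper-quartile factors moved the median of all genes from -0.0014 to -0.055, and these small values moved with it. Ftl1, reported at -0.13, was 0.065 and 0.064 after the GC and length offset without and with the block. Across the 6 fits that each left out 1 library, Ireb2 ran from -0.064 to 0.086, Keap1 from -0.0016 to 0.084, Aifm2 from -0.067 to 0.143 and Slc40a1 from -0.377 to 0.198. Bach1 passed in 3 of those 6 fits, and its adjusted p-value ran from 0.00658 to 0.0858 over its 17 alternatives. That of Gpx4 ran from 2.15e-05 to 0.114, and Gpx4 did not pass after the GC and length offset, with or without the block. The causes of the changes under settings other than the upper-quartile factors were not tested. The other named genes kept their direction and their side of the threshold in all alternatives run.

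Some log2 fold changes of genes near the floor in the DMSO libraries depended on which libraries were used. Leaving out 1 library moved the log2 fold change of Xirp2 between 7.27 and 9.97, that of Lce1g between 5.39 and 9.89, that of Ppp1r16b between 3.99 and 5.79 and that of Stmn4 between 4.68 and 5.93. That of Fgf21, also near the floor, moved only between 4.73 and 5.03. Genes near the floor in the erastin libraries moved as well. The log2 fold change of Hist1h3g ran from -6.30 to -5.02, that of Serpina3g from -6.10 to -4.82 and that of Hist1h2bf from -5.83 to -4.65. Whether depth caused these movements was not tested.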

Other observations

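All tests in this part except the count of other splits were chosen after the data, and the patterns they bear on, had been seen.

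The 6 libraries can be split into 3 and 3 in 10 ways, of which 4, the real one included, part all 3 equally numbered pairs; the other 6 part only 1 pair. For each of the 6 counts of genes and each of the 6 list medians, 1 of the 4 splits, the real one, gave a result as large. With 4 splits the share cannot go under 0.25, so the design cannot exclude a chance arrangement by this count alone. The 9 other splits each gave 0 genes at an adjusted p-value under 0.05 and 63 to 286 genes at an unadjusted p-value under 0.05, against 7014 for the real split. Each of those splits mixes DMSO and erastin libraries within a group, so the treatment difference widens the spread within groups, and their low counts do not measure how many genes unrelated libraries would give.

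Small structured RNAs were lower with erastin. Of 194 genes annotated as snoRNA, snRNA, scaRNA, miscellaneous RNA, ribozyme or mitochondrial tRNA, 89 passed as lower and 1 as higher, with a median log2 fold change of -1.02. A library-level index, the median deviation of these genes from their mean over the 6 libraries on the log2 scale, was -0.074, 0.222 and 1.23 in DMSO replicates 1 to 3 and -0.634, -0.226 and -0.526 in erastin replicates 1 to 3. All 3 erastin libraries lay below all 3 DMSO libraries (exact two-sided permutation p = 0.1, the smallest possible here). The largest range within a group was 1.42 times the difference between the group means, which is what libraries differing in recovery of short fragments could give. Without DMSO replicate 3 the median change was -0.583. Protein-coding genes with a longest transcript under 700 nt, histone genes left out (110 genes), had a median of -0.29. This lay between the values set in advance for and against a general effect of length, so that explanation remains open. The offset for GC and length reduced the small-RNA median to -0.245. Because the small RNAs themselves entered its fit, the offset could absorb their own fall, and this reduction does not tell the cause. Over all alternatives run the small-RNA median lay between -1.23 and -0.245. Coding genes of the same GC content (5849 genes) had a median of 0.0217, which speaks against GC content alone. The fall of small RNAs therefore cannot be told apart from a difference in library preparation, and the per-gene calls in this class deserve caution.

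Histone genes fell more than small structured RNAs. All 49 replication-dependent histone genes that passed, of 53 tested, were lower (0 higher, also 0 at an unadjusted p-value under 0.05), with a median log2 fold change of -2.85 that ran from -3.04 to -2.51 over the alternatives run. The median differed from that of the small structured RNAs by -1.83, so a shared loss of short fragments would account for only part of it. Summing all histone genes, which removes the effect of splitting reads among the annotated histone genes, gave -2.22. After the GC and length offset the median was -2.51. After thinning to the smallest library it was -2.93, but random thinning leaves the expected fold change as it is, so this does not test depth as a cause. Depth and group can be parted in 1 pair of libraries: DMSO replicate 2 (18505571 counts) was deeper than erastin replicate 2 (16800789 counts), yet the histone index of the erastin library minus that of the DMSO library was -2.67, which goes against deeper libraries giving lower histone values. The index of the histone genes ranged over 0.664 within a group against a difference of -2.77 between groups. Within the erastin libraries the index fell with depth, from -0.994 in replicate 2 to -1.302 in replicate 3 and -1.658 in replicate 1, the deepest. In DMSO the deepest library, replicate 2, had the highest index, 1.676 against 1.276 and 1.397 in replicates 1 and 3. Short fragments, shared reads, and GC content and length did not account for the fall in full. For depth the evidence against a full account rests on 1 pair, and a part played by depth remains open. A hypothesis is that fewer erastin-treated cells were in S phase, when these mRNAs accumulate. The replication genes of the proliferation list, chosen after their values were seen, give mixed evidence. Mcm5 had a log2 fold change of -2.24. Mcm6, Tyms, Rrm2, Mcm4, Mcm7 and Mcm3 also passed as lower, with smaller falls of -0.87, -0.73, -0.69, -0.66, -0.50 and -0.35. Mcm2, Pcna and E2f1 had only -0.007, -0.24 and -0.21 and did not pass. The mitotic genes Birc5, Kif11 and Ccnb1 had -3.47, -3.33 and -3.04. No cell-cycle measurement was analysed here.

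Hmox1 rose while Ftl1, a ferritin subunit gene often listed among targets of the same regulators, did not. Ftl1 has annotated near-identical copies that could take its reads. Summed over the 3 genes named Ftl1 or as its copies, the level was 594 CPM in DMSO and 544 CPM in erastin libraries, a log2 ratio of -0.128, so reads counted under these copies do not hide a rise. Copies under other names were not included. No biological explanation was tested.

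Several genes with few or no reads in DMSO rose with erastin: 17 genes at or under 3 reads in every DMSO library passed as higher. Chosen after their values were seen, Lce1l, Kprp and Xirp1 are among them; with Xirp2 they include genes better known from cornifying epithelium and striated muscle. RNA from other cell types might give such a pattern. Of 12 keratinocyte, 12 muscle and 12 neuron marker genes listed before the test, only 4, 3 and 4 had enough reads to be tested, and 0, 0 and 0 of them passed with a log2 fold change of at least 1 (0, 1 and 0 were higher at an unadjusted p-value under 0.05). Erastin libraries thus held no broad rise in the markers of these cell types, though few markers could be tested. A candidate explanation that remains is induction of these genes in the fibroblasts themselves, which was not tested.

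The labels do not give the sex of the embryos. Summed reads of the Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y, chosen after the data were seen, were 2, 3 and 5 in DMSO replicates 1 to 3 and 2, 6 and 2 in erastin replicates 1 to 3. Xist, also chosen after the data were seen, stood at 92.3, 122 and 129 CPM in DMSO and at 201, 199 and 151 CPM in erastin libraries.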
